A study of Mus musculus with 6 samples. Its data were reported in "Disruption of tRNA threonylation triggers RIG-I mediated anti-tumour immune response" (2026).

How the data were processed

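B16F10 is a mouse melanoma cell line. Cells were infected with a control shRNA (shCtr) or with an shRNA against OSGEP (shOSGEP, the hairpin numbered 2 by the study). OSGEP is the catalytic subunit of KEOPS, the complex that places the t6A modification on tRNAs at position 37. Total RNA of 3 infections per group was sequenced, giving 6 libraries. Per the labels and the methods of the study, polyA RNA was purified from 500 ng of total RNA with an Illumina TruSeq kit and sequenced in paired reads of 100 bases. The kit's protocol was not stated to keep the strand, so genes that overlap on opposite strands share an uncertain part of their reads.

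The authors trimmed the reads with TrimGalore, aligned them to mouse GRCm38 with STAR inside the nf-core/rnaseq workflow and quantified genes with Salmon. The values deposited by the authors are the estimated counts per Ensembl gene, written as whole numbers, with 1 column per library, no normalization and no filter on genes. Salmon divides reads that match several transcripts by likelihood, so near-identical gene copies and pseudogenes carry uncertain values. The annotation release was not stated. The table held 55487 genes, of which 33666 had no count in any library. Gene positions, biotypes, transcript lengths and GC contents were taken from the GENCODE M21 annotation of GRCm38, which held 99.4% of all identifiers and 99.9% of the tested ones. The estimated counts were treated as whole numbers in all count tests.

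Groups and replicate numbers were taken from the labels. shOSGEP was compared with shCtr, with 3 libraries per group. Genes were kept by filterByExpr at its defaults (minimum count 10, minimum total 15), libraries were scaled by TMM, and edgeR's quasi-likelihood F-test (edgeR 4.0.16, R 4.3.3) was applied without a block, two-sided, with Benjamini-Hochberg adjustment over the 12669 genes tested. Standard errors of Log2FC were obtained by dividing the Log2FC by the square root of the F statistic. Values per library are given as CPM, counts scaled to library size, after TMM scaling. Genes were counted at an adjusted p under 0.05 and at the threshold stated in the methods of the study, which was a Log2FC beyond 0.5 in either direction with an unadjusted p under 0.05. Single values were also compared by an exact permutation test of mean log2 CPM, for which 3 libraries against 3 cannot give a two-sided p below 0.1.

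A set of 10 gene lists was written by hand before the data were examined, as were the tests, the rule for naming genes and the first set of alternatives. Each list was tested with camera (limma 3.58.1, preset inter-gene correlation 0.01) and adjusted over the 10 lists. Camera with an estimated correlation, fry and fgsea 1.28.0 (10000 permutations) served as alternative list tests. The named genes were Osgep, 10 genes named in the study (sensor and stress genes, and Lage3, which encodes a member of KEOPS), up to 3 genes with the smallest p in each list, and up to 5 genes per direction that passed an adjusted p under 0.05 with a mean of at least 50 counts and no overlap between groups. Where fewer than 5 passed, the genes with the smallest unadjusted p filled the places.

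Depth ranged from 18915587 to 29487384 counts per library. A floor of 3 counts was used for genes without detectable signal, equal to between 0.116 and 0.147 CPM. The floor covers counting error only, since the reads carried no molecular identifiers. Whether replicate numbers pair the libraries was checked by correlating, across genes, the deviations of same-numbered shCtr and shOSGEP libraries from their group means. The correlations were 0.811 for replicate 1, 0.557 for replicate 2 and 0.196 for replicate 3, so the replicate number was treated as pairing the libraries, by a limit of 0.1 for every pair. The pairing is not clear for all numbers: the highest such correlation between different numbers was 0.491, above that of replicate 3. In log2 CPM, shCtr replicate 2 correlated more with shOSGEP replicate 3 (0.873), and shOSGEP replicate 2 more with shCtr replicate 3 (0.891), than with each other (0.870). The pairing comes from these values, from the shared numbers in the labels and from a code that the names of same-numbered libraries share. The labels do not state what a number or a code marks.

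The alternatives set beforehand were DESeq2 1.42.0, limma-voom with sample quality weights, RLE and upper-quartile scaling, no filter beyond 1 count in some library, a filter of at least 10 counts in every library, a replicate block, adjusted p thresholds of 0.01 and 0.1, and leaving out each library in turn. Chosen after seeing the data were offsets for GC content and transcript length, alone and with the replicate block, limma-voom with sample quality weights together with the replicate block, and leaving out both libraries of one replicate number. For the offsets, each library's deviation of log2 CPM (prior count 2) from the gene mean was fitted by natural splines of GC content (5 degrees of freedom) and log2 length (3 degrees of freedom) of the longest transcript with their interaction. The offsets were also used with fry and with camera at an estimated correlation. Lists of p53 targets, of aryl hydrocarbon receptor targets and of marker genes of 7 other cell types were written by hand after a first look at single genes and before the lists themselves were tested. The cell types were fibroblast, T cell, macrophage, endothelial cell, keratinocyte, erythroid cell and hepatocyte. Sharing of sequence between genes was measured as the percent of the 31-base words of a gene's longest transcript that occur in a transcript of another gene on either strand.

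The fitting steps were tested on simulated counts that used the means and library sizes of these libraries, with 200 genes changed 4-fold. With a biological coefficient of variation of 0.1, edgeR recovered all 200 among 12575 genes tested, with 11 false calls. DESeq2 recovered 199 with 16 false calls, and limma-voom recovered 200 with 15, or 200 with 14 when the replicate block was added. When the GC and length trends of the deposited libraries were added to the simulated counts, edgeR recovered 0 of 199 changed genes among 12588 tested without the offsets and 199 with them. The added trends had the same fitted form as the offsets, so recovery with the offsets was built in. It does not show that the offsets correct the deposited libraries. With the gene-wise dispersions of these libraries, edgeR recovered 2 of 199 changed genes among 12474 tested. With those dispersions and trends together, neither edgeR nor limma-voom with quality weights and the block called any gene among 12463 tested. The dispersions came from a fit without the offsets and already held the spread due to the trends. That spread was thus counted more than once, and these simulated counts were noisier than the deposited ones. In a simulation that raised the ATF4 list of 45 genes by a Log2FC of 1, all 4 list tests called that list and none of the other 9. It used a biological coefficient of variation of 0.1, left out the trends and drew each gene independently. It therefore cannot tell how the list tests behave where genes vary together or spread more widely.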

Results

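The transcriptome of B16F10 melanoma cells was compared between control cells (shCtr, n = 3) and cells depleted of OSGEP (shOSGEP, n = 3), to ask which genes and pathways change when the t6A-modifying enzyme is lost. The 3 shCtr libraries held 21480025, 29487384 and 20812707 counts, and the 3 shOSGEP libraries held 18915587, 24186468 and 22617314 counts, in order of replicate number. Of the 55487 genes listed, 12669 were expressed highly enough to be tested.

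The targeted gene was examined first. Osgep (ENSMUSG00000006289) is a protein-coding gene on the minus strand of chromosome 14, from 50906478 to 50924893 (GRCm38). It was measured at 20.6, 58.6 and 21.8 CPM in the shCtr libraries (485, 1193 and 473 counts) and at 4.28, 0.542 and 5.52 CPM in the shOSGEP libraries (92, 14 and 130 counts). The means were 33.7 ± 21.6 CPM (SD, n = 3) and 3.45 ± 2.59 CPM (SD, n = 3). Every shOSGEP library thus lay below every shCtr library, in the direction of its label. The Log2FC was -3.29 (SE 0.876). Its unadjusted p in edgeR's quasi-likelihood test was 0.00524, and its adjusted p over all genes was 1.00. The exact permutation test gave p = 0.1 (two-sided), the smallest p that 3 libraries against 3 allow. Within the same replicate number the log2 ratios were -2.24, -6.54 and -1.97. DESeq2 moved the call, with a Log2FC of -3.32 and an adjusted p of 0.0394, as did limma-voom with sample quality weights and a replicate block, chosen after seeing the data, with a Log2FC of -2.23. Over all alternatives the Log2FC ranged from -4.05 to -2.11. Without the libraries of replicate 2 the Log2FC was -2.11.

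**Figure D1:**
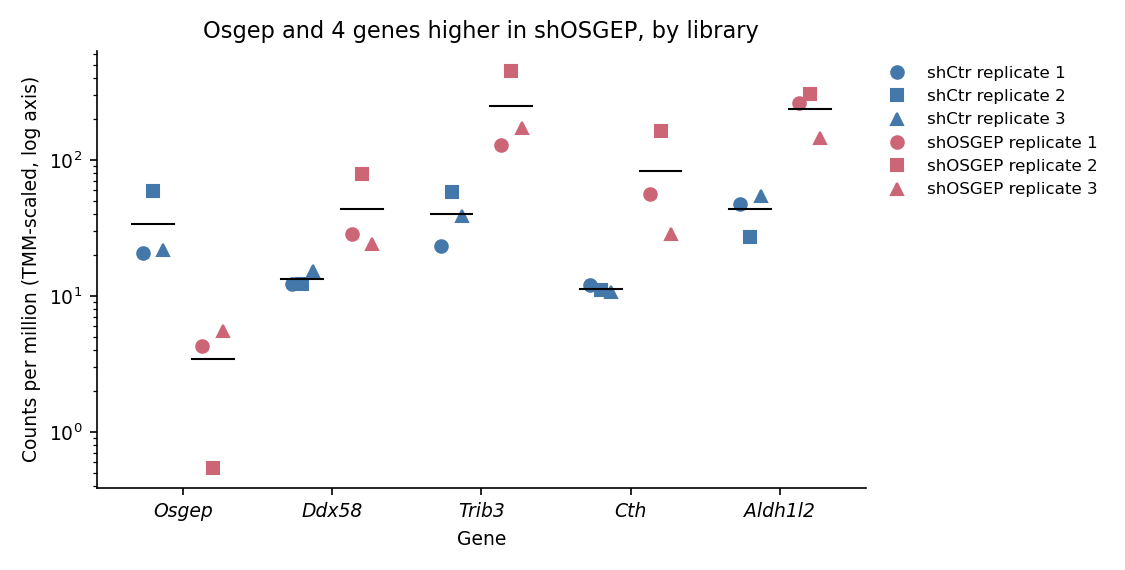
CPM on a log axis for Osgep, Ddx58, Trib3, Cth and Aldh1l2, with 1 point per library and a black line at each group mean (n = 3). The 3 shOSGEP points lie below all shCtr points for Osgep and above them for the other genes, and shOSGEP replicate 2 is the lowest for Osgep at 0.542 CPM.

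Across all genes, 0 of 12669 reached an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the smallest adjusted p was 1.00. An unadjusted p under 0.05 was reached by 256 genes, which is 2.02% of those tested. All 256 also had a Log2FC beyond 0.5, so 256 genes passed the threshold stated by the study, 202 of them higher in shOSGEP and 54 lower. The counts were moved most by limma-voom with sample quality weights and a replicate block, chosen after seeing the data, which gave 1403 genes at an adjusted p under 0.05 and 1442 at the study threshold (945 higher and 497 lower). Offsets for GC content and transcript length with a replicate block, also chosen after seeing the data, gave 831 genes at the study threshold, with 0 at an adjusted p under 0.05 and 907 at an unadjusted p under 0.05. DESeq2 called 14 genes at an adjusted p under 0.05, 13 higher and 1 lower, and its study-threshold split was 250 higher against 120 lower. A single library decided much of the count: without shOSGEP replicate 2, 67 genes passed the study threshold, and 55 of these were among the 256. The values of the 2 groups did not overlap for 806 genes, or 6.36% of those tested, whereas chance gives 10% for 3 libraries against 3. In 34.8% of genes the 3 same-numbered comparisons went the same way, where chance gives 25%.

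The low number of calls went with a wide spread between libraries of one group. The biological coefficient of variation was 0.566. Pearson correlations of log2 CPM between libraries of the same group ranged from 0.776 (shCtr replicates 1 and 2) to 0.966 (shCtr replicates 1 and 3), so no library of a group duplicated another. Same-numbered libraries of opposite groups correlated at 0.982 for replicate 1, 0.870 for replicate 2 and 0.986 for replicate 3. The first principal component held 68.4% of the variance and set shCtr replicate 2 (score 148) apart from the other 5 libraries (scores from -76.5 to 29.0). The second held 21.3% and set shOSGEP replicate 2 apart (score 89.1). The TMM factor of shCtr replicate 2 was 0.690, against 1.04 to 1.14 in the others. Mitochondrial transcripts took 0.585% of the counts in that library, against 1.30% to 4.75% in the others. Ribosomal protein genes took 12.5% of the counts in both replicate 2 libraries and 5.59% to 7.33% in the other 4. The 10 genes with the most counts took between 6.23% and 9.65% of a library.

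These differences followed transcript composition. In shCtr replicate 2, transcripts under 40% GC deviated from the other shCtr libraries by a median of -3.01 in log2 CPM (773 genes), whereas those over 60% GC deviated by 1.43 (512 genes). A smooth trend on GC content and length described 62.2% of the variance of that library's deviations across genes, 58.2% in shCtr replicate 1 and 18.7% in shOSGEP replicate 3. Across genes, which are not independent replicates, the loading on the first component had a Spearman correlation of 0.703 with GC content and -0.488 with length. The replicate block alone, without correction for these trends, lowered the biological coefficient of variation from 0.566 to 0.385. After correction for both trends it was 0.405 without and 0.283 with the replicate block, and the first component still held 47.2% of the variance.

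**Figure D2:**
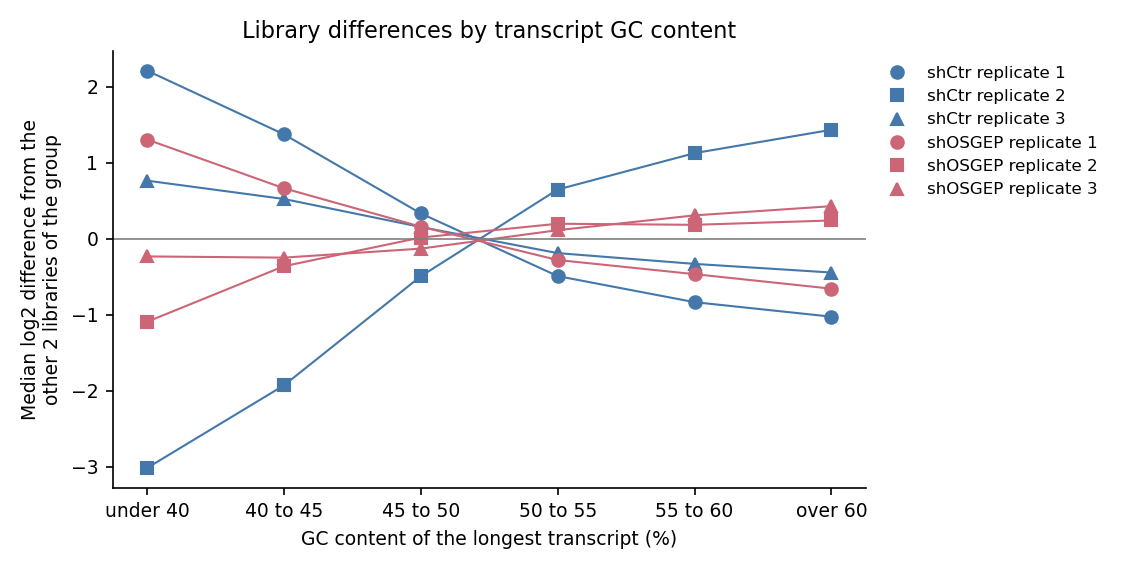
Median log2 difference of each library from the other 2 libraries of its group (y axis) for tested genes binned by the GC content of the longest transcript in percent (x axis). shCtr replicate 2 runs from -3.01 at under 40% GC to 1.43 at over 60% GC, the steepest of the 6 lines.

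**Figure D3:**
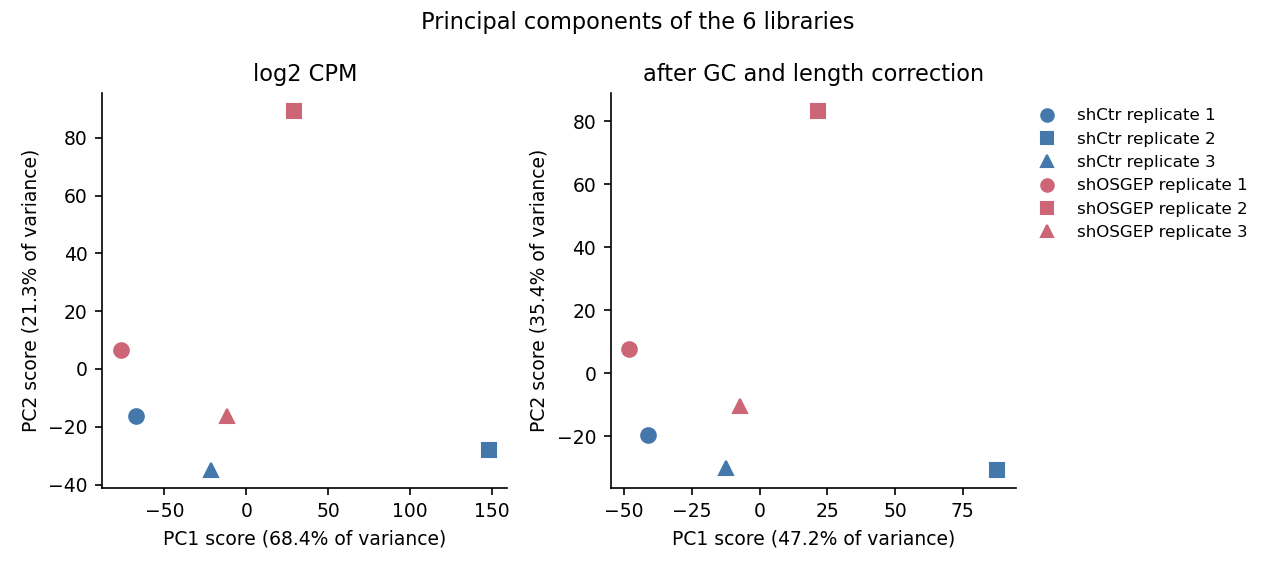
Scores of the 6 libraries on the first and second principal components (x and y axes, no unit) of log2 CPM over 12669 genes, before and after correction for GC content and transcript length. shCtr replicate 2 stays at one end of the first axis, which holds 68.4% of the variance before and 47.2% after correction.

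Since no gene passed the adjusted threshold, the genes with the smallest unadjusted p are described as not passing; each had an adjusted p of 1.00 in edgeR. Among genes higher in shOSGEP these were Ogn, Aldh1l2, Gm15663, Cth and Lhfpl2. Ogn (chromosome 13, 49608046 to 49624501) had 1, 0 and 0 counts in shCtr, at or under the floor of 3 counts, and 103, 45 and 26 counts in shOSGEP. By the shOSGEP mean this is at least 18.5-fold higher. That mean rested most on shOSGEP replicate 1, at 4.79 CPM against 1.74 and 1.10 CPM in replicates 2 and 3. Aldh1l2 (chromosome 10, 83487450 to 83534140) rose from 43.2 ± 14.2 to 238 ± 83.6 CPM (SD, n = 3), with a Log2FC of 2.46 (SE 0.486); its span overlaps D10Wsu102e on the opposite strand. Cth (chromosome 3, 157894248 to 157925077) rose from 11.2 ± 0.684 to 82.8 ± 71.6 CPM (SD, n = 3), with a Log2FC of 2.89 (SE 0.672). Lhfpl2 and the noncoding Gm15663 had Log2FC of 2.44 and 2.57, the latter inside the span of Tmtc2 on the opposite strand. The groups did not overlap for any of these 5 genes. In DESeq2 each had an adjusted p under 0.05, between 0.00611 and 0.0473.

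Among genes lower in shOSGEP the smallest unadjusted p values belonged to Septin1, Osgep, Kcnj13, Ptgds and Gm45716. Septin1 (chromosome 7, 127214447 to 127233130) fell from 3.78 ± 1.84 to 0.738 ± 0.114 CPM (SD, n = 3), with a Log2FC of -2.35 (SE 0.594); it overlaps Zfp553 on the opposite strand. Kcnj13 was at 370 CPM in shCtr replicate 2 against 9.26 and 2.90 CPM in the other shCtr libraries, which overlapped the shOSGEP libraries (0.814 to 3.82 CPM), and it lies within Gigyf2 on the opposite strand. Ptgds was at 3796 CPM in shCtr replicate 2, 580 and 524 CPM in the other shCtr libraries and 108 to 405 CPM in shOSGEP, without overlap and lower in 3 of 3 same-numbered comparisons. Without shCtr replicate 2 the Log2FC was -1.18 for Kcnj13 and -1.13 for Ptgds, against -5.57 and -2.70 with all libraries. Gm45716, with 6 to 42 counts per library, overlaps Mmd on the same strand and is uncertain.

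The mRNAs of 10 genes named in the study were then tested, those of sensor and stress proteins and Lage3, which encodes another member of KEOPS. None of them passed when adjusted over the list alone (smallest adjusted p 0.139 in edgeR) or over all genes, and 1 had an unadjusted p under 0.05. That gene was Ddx58 (chromosome 4, 40203773 to 40239828), which encodes RIG-I. It was at 12.3, 12.3 and 15.3 CPM in shCtr and at 28.8, 79.0 and 23.9 CPM in shOSGEP, with a Log2FC of 1.72 (SE 0.554), higher in 3 of 3 same-numbered comparisons. In DESeq2 its adjusted p over the list alone was 0.0417, and the alternative that moved this family most, limma-voom with sample quality weights and a replicate block, passed 2 of the 10 genes. Ifih1, which encodes MDA-5, had a Log2FC of 1.04 (SE 0.614) without overlap between groups. Eif2ak1 had a Log2FC of -0.30 (SE 0.365), also without overlap. For Sting1, G3bp1, Lage3, Irf3, Cgas, Eif2s1 and Tbk1 the Log2FC lay between -0.68 and 0.06, and the groups overlapped. The direction of Irf3, Lage3, Cgas, Eif2s1 and Tbk1 changed when single libraries were left out.

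To ask which pathways shifted as a whole, 10 gene lists were tested. Under camera with its preset correlation, 8 lists had an adjusted p under 0.05; as many lists passed in 2 of the 10 splits of the 6 libraries, the real one included. None of these 8 calls held under fry, where the adjusted p of the 10 lists ranged from 0.0913 to 0.469, or under camera with an estimated correlation, where it ranged from 0.0972 to 0.526; all 8 held under fgsea. Of all alternatives, camera with an estimated correlation after GC and length offsets and a replicate block moved the lists most, with adjusted p values from 0.281 to 0.426 for these 8. In edgeR no gene of any list passed when adjusted over the list alone or over all genes. In DESeq2 the ATF4 targets Cth and Trib3 passed over all genes, with adjusted p of 0.0277 and 0.0435.

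The type I interferon response list had 45 of its 52 genes tested, and 43 of the 45 were higher in shOSGEP. Its median Log2FC was 1.20, with a camera adjusted p of 1.95e-19, and 15 of the 45 genes had no overlap between groups (33.3%, against 10% by chance). Within replicate numbers 1, 2 and 3 the median log2 ratios were 0.80, 2.32 and 0.49, and 42, 41 and 40 genes were higher. Without shOSGEP replicate 2 the median was 0.52. The smallest unadjusted p values were those of Gbp2 (Log2FC 2.06, SE 0.575), Ddx58 and Dhx58 (Log2FC 2.57, SE 0.828). Without shOSGEP replicate 2 their Log2FC were 1.59, 1.00 and 1.08. The list of RIG-I-like receptor signalling had a median Log2FC of 0.06 over 42 tested genes, 24 higher and 18 lower, and a camera adjusted p of 0.0399. It shared 5 tested genes with the interferon list. Without them its median was 0.02 over 37 genes and its camera p was 0.437. Of the 20 genes listed as T-cell recruiting cytokines only 3 were expressed highly enough to be tested, Cxcl10, Il15 and Ccl5, with Log2FC of 1.18, 0.71 and 0.62. Their camera adjusted p was 0.00655. It was 0.0938 without shCtr replicate 1, 0.0526 without shOSGEP replicate 3 and 0.113 without both libraries of replicate 3.

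Targets of ATF4, the transcription factor of the integrated stress response, were higher in shOSGEP for 42 of 45 tested genes. Their median Log2FC was 0.65 and their camera adjusted p was 3.89e-18, and 19 of the 45 had no overlap between groups (42.2%). The median log2 ratios within replicate numbers were 0.67, 0.95 and 0.49, with 44, 35 and 44 genes higher. Without shOSGEP replicate 2 the median was 0.41. The smallest unadjusted p values were those of Cth, Trib3 and Nupr1. Trib3 rose from 39.9 ± 17.4 to 251 ± 177 CPM (SD, n = 3), with a Log2FC of 2.66 (SE 0.624), and Nupr1 had a Log2FC of 2.63 (SE 0.760). Without shOSGEP replicate 2 the Log2FC was 1.92 for Cth, 1.93 for Trib3 and 1.30 for Nupr1. Genes of the endoplasmic reticulum unfolded protein response had a median Log2FC of -0.03 over 28 genes (camera adjusted p 0.344), although Wfs1, Herpud1 and Atf6 had Log2FC of 1.29, 1.15 and 0.99 without overlap between groups. Cytosolic heat shock chaperones had a median of -0.12 over 26 genes (camera adjusted p 0.156), led by Bag3 with a Log2FC of -1.36.

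DNA replication genes were lower in shOSGEP for 37 of 40 genes, with a median Log2FC of -0.70 and a camera adjusted p of 1.18e-11. The lowest unadjusted p, that of Rpa2, was 0.0522 in edgeR (Log2FC -1.19). Its Log2FC was -0.61 without shCtr replicate 2. Cholesterol biosynthesis genes were lower for 21 of 23, with a median of -0.59 (camera adjusted p 8.80e-06), led by Acat2 with a Log2FC of -0.98; 50.5% of the 31-base words of Acat2 occur in another gene. Without the libraries of replicate 2 the medians of these lists were -0.34 and -0.25. Collagens and matrix genes had a median Log2FC of 0.38 over 19 tested genes (camera adjusted p 0.00369), which was not past the threshold without shCtr replicate 1 (0.141) or without shOSGEP replicate 3 (0.0576); over all its alternatives the adjusted p ranged from 5.5e-08 to 0.281. Thbs1, Col1a1 and Col1a2 had Log2FC of 2.03, 2.20 and 1.70. The value of Col1a1 is uncertain, since it had 3, 9 and 8 counts in shCtr, near the floor of 3 counts. In shOSGEP it had 25, 63 and 17 counts. Melanocyte pigmentation genes were lower for 17 of 17, with a median of -0.91 (camera adjusted p 1.63e-09). The median log2 ratios within replicate numbers were -0.07, -3.01 and -0.06, so the difference rested on replicate 2. Trpm1 was at 432 CPM in shCtr replicate 2, against 68.9 and 71.2 CPM in the other shCtr libraries and at most 81.0 CPM in shOSGEP. Without the libraries of replicate 2 the median of the list was -0.09 and its camera adjusted p was 0.334.

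**Figure D4:**
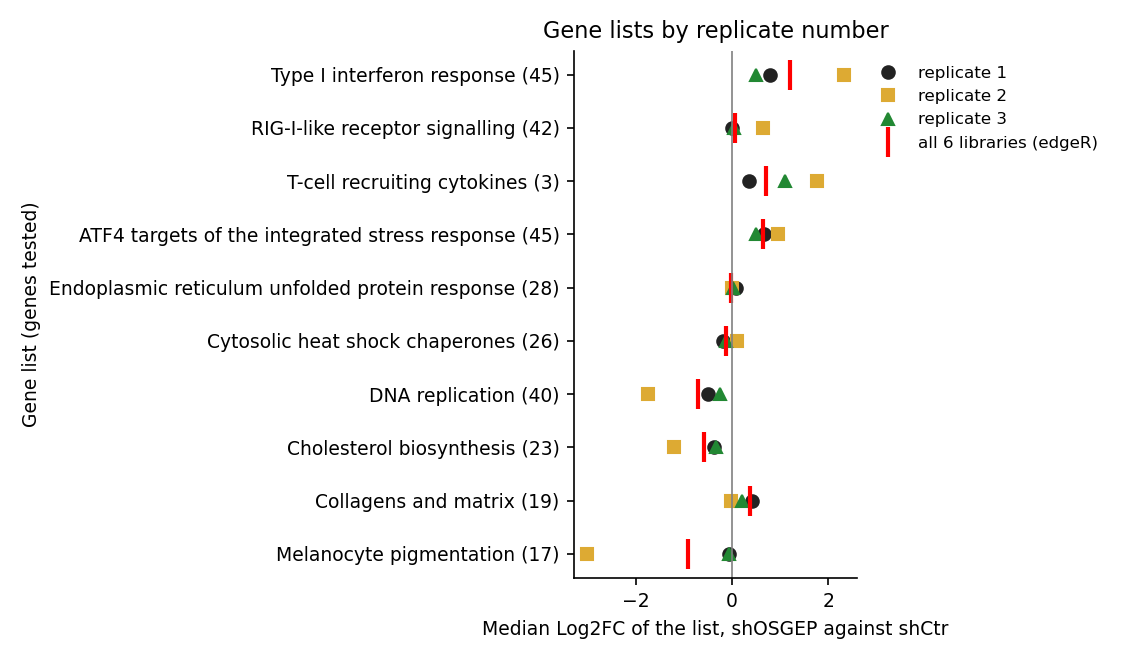
Median Log2FC of each gene list, shOSGEP against shCtr (x axis), with the number of genes tested in brackets on the y axis. Points give the comparison within each replicate number and red ticks the median over all 6 libraries; melanocyte pigmentation lies at -3.01 in replicate 2 and close to 0 in the other numbers.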

Values the study reported

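The study prepared RNA from B16F10 cells after 3 separate infections, and RNA integrity numbers were above 9 throughout. Genes were taken as differentially expressed at a log2 fold change above 0.5 with a p-value limit of 0.05. For clinical comparison, an OSGEP gene set made from the genes upregulated upon depletion was applied to 473 melanoma patients of TCGA; the legend gives its size as 94 genes.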

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

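The GC and length offsets, the replicate block with these offsets or with voom weights, and leaving out both libraries of one replicate number were chosen after seeing the data. In the listings below the cause of a change was not tested unless one is given.

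Genes with an adjusted p under 0.05 numbered 0 with edgeR's quasi-likelihood test under RLE and upper-quartile scaling, both other filters, the replicate block, adjusted p thresholds of 0.01 and 0.1, the offsets with and without block, and all 9 fits that left out libraries; 256 had an unadjusted p under 0.05. DESeq2 called 14 and limma-voom with sample quality weights 3. Limma-voom with sample quality weights and a replicate block called 1403, with 1442 past the study threshold, 945 higher and 497 lower, and passed 2 of the 10 sensor, stress and KEOPS genes and Osgep (Log2FC -2.23). It gave replicate 2 weights of 0.112 and 0.113 and replicate 1 weights of 4.54 and 4.60, so it rested mostly on the other 2 pairs. It had 2 residual degrees of freedom and a prior of 902.5 (4 and 5.17 without the block), so nearly one shared variance was used for all genes. edgeR without replicate 2 called 0, with 194 at an unadjusted p under 0.05. DESeq2 passed 1 of these 10 genes and Osgep (Log2FC -3.32), and had 120 genes lower past the study threshold.

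Past the study threshold, limma-voom with quality weights gave 560 genes (424 higher, 136 lower), no filter on low counts 599 (430, 169; more genes were tested, 21821), GC and length offsets 636 (432, 204), and these offsets with the block 831 (484, 347). The replicate block alone gave 373, of which 183 were among the 256, so single genes gained and lost this threshold; it changed no call at an adjusted p under 0.05, for genes or for lists under preset camera. Upper-quartile scaling shifted the median of all genes by 0.10 and gave 287. Across the 9 fits that left out 1 library or 1 replicate number, the count ranged from 67 (without shOSGEP replicate 2) to 453 (without shCtr replicate 1), with 54 to 274 higher and 13 to 187 lower. The Log2FC of Osgep ranged from -4.05 to -2.11 over these fits.

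For the lists, fry gave adjusted p values of 0.135 for interferon and RIG-I-like receptor signalling, 0.107 for ATF4 targets, DNA replication and cholesterol biosynthesis, 0.0913 for T-cell cytokines and collagens, and 0.223 for pigmentation. Camera with an estimated correlation gave 0.103 for interferon, 0.146 for RIG-I-like receptor signalling and pigmentation, and 0.0972 for the other 5. After offsets and block, fry gave 0.201 for interferon, cholesterol and collagens, 0.262 for RIG-I-like receptor signalling, 0.142 for T-cell cytokines and ATF4 targets, 0.242 for DNA replication and 0.426 for pigmentation, and the estimated correlation gave 0.281 for 6 lists, 0.289 for RIG-I-like receptor signalling and 0.426 for pigmentation. Camera with an estimated correlation also tests on the residual degrees of freedom (4, or 2 with the block), which the preset form does not, so the calls lost between them cannot be ascribed to the correlation alone.

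Under preset camera, RIG-I-like receptor signalling lost its call with limma-voom (0.1004), with limma-voom and block (0.154), and without a filter (0.0504). Heat shock chaperones gained one with limma-voom (0.0150), limma-voom and block (0.0204), offsets (0.0268) and offsets with block (0.0159). The unfolded protein response gained one with limma-voom (0.0429), and pigmentation lost its call with limma-voom and block (0.123). Over the 9 fits leaving out libraries, adjusted p ranged from 0.00514 to 0.205 for RIG-I-like receptor signalling and from 3.1e-04 to 0.113 for T-cell cytokines. It ranged from 1.2e-07 to 0.141 for collagens, from 0.0181 to 0.450 for heat shock chaperones and from 7.2e-15 to 0.334 for pigmentation. For the unfolded protein response it ranged from 0.0792 to 0.936. Camera's direction for that list was higher with all libraries and lower without shOSGEP replicate 1 (0.936). Its median Log2FC was negative in both, at -0.03 and -0.14. The interferon, ATF4, DNA replication and cholesterol lists kept their calls in all 9, with highest adjusted p values of 4.1e-08, 2.1e-05, 5.5e-06 and 0.00330.

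The direction of 7 named genes reversed under some alternatives. With all libraries in edgeR, the Log2FC was -0.18 for Irf3, 0.06 for Tbk1, 0.05 for Eif2s1, -0.13 for Cgas and -0.44 for Lage3, and the larger values of -2.49 for Oca2 and -1.66 for Trpm1 reversed as well, to 0.52 and 0.057 without replicate 2. Limma-voom gave Log2FC of 0.37 for Irf3, -0.13 for Tbk1, -0.049 for Eif2s1 and 0.34 for Oca2; with the block these were 0.14, -0.21, -0.23 and 0.34. Offsets gave 0.25 for Irf3, -0.045 for Tbk1 and -0.42 for Eif2s1, and with the block 0.24 for Irf3 and -0.37 for Eif2s1. Over the 9 fits leaving out libraries the Log2FC ranged from -0.58 to 0.66 for Irf3, -0.37 to 0.60 for Tbk1, -0.27 to 0.43 for Eif2s1, -0.54 to 0.22 for Cgas, -0.72 to 0.26 for Lage3, -3.24 to 0.52 for Oca2 and -2.34 to 0.057 for Trpm1. Among the other named genes, 36 calls were gained, in DESeq2, limma-voom or limma-voom with the block.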

Other observations

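The tests of the number of lists over splits, of GC content, of a few genes taking most of the counts, of a mislabelled library, of the ATF4 and interferon lists after offsets and without replicate 2, and of the voom fit with block concern results or member genes that had been seen first. The p53 and aryl hydrocarbon receptor lists were written after single genes had been seen.

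The count of 202 genes higher at the study threshold is higher than the number quoted from the study above. That number covered only genes matched with the TCGA data. The legend also lists its panel under an unpaired t-test, whereas the 202 genes come from edgeR's quasi-likelihood test. The counts are therefore not of the same kind.

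The spread within groups was not explained by depth: after thinning each library to the smallest total, the first principal component held 69.0% of the variance, against 68.4% before. A few genes taking most of the counts would move all others by a common factor, whereas the medians of shCtr replicate 2 differed by 4.45 in log2 between classes of GC content and went in opposite directions. A library labelled with the wrong group is argued against by Osgep, whose lowest shCtr value was 3.74 times its highest shOSGEP value. Osgep cannot show a wrong replicate number within a group, so that stays open. Marker genes of 7 other cell types (fibroblast, T cell, macrophage, endothelial cell, keratinocyte, erythroid cell and hepatocyte) exceeded the other libraries in shCtr replicate 2 by at most 2.29 CPM in sum, that of the hepatocyte markers. GC content remains a candidate explanation for part of the spread, since loadings on the first component correlated with it at 0.703 across genes. The study gives a lower limit of RNA integrity that all samples exceeded and names one library kit, but gives no values per library and does not say whether the libraries were prepared together. Smaller differences in RNA or library preparation, and the state of the cells, were not tested and stay open.

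The 10 splits of the 6 libraries cannot give a share below 1 in 10, so none of the counts here excludes a split by chance. As many genes passed the study threshold in 4 of the 10 splits, and in 1 of the 4 that part all 3 pairs; the 3 other splits that reached it kept both replicate 1 libraries together, with up to 2428 genes. All 10 splits gave 0 genes at an adjusted p under 0.05 in edgeR, against 256 at an unadjusted p under 0.05 in the real split, and all 10 gave 0 of the sensor, stress and KEOPS genes passing. A list p as small came in 1 of 10 splits for interferon, T-cell cytokines, ATF4 targets, heat shock chaperones, DNA replication, cholesterol biosynthesis and collagens, in 3 for RIG-I-like receptor signalling, and in 5 for the unfolded protein response and for pigmentation. All 4 pair-parting splits reached the pigmentation value. The number of lists past the threshold, 8, was reached in 2 of the 10 splits: another split, which exchanged shCtr replicate 3 and shOSGEP replicate 1, also gave 8, and one that parts all pairs gave 7. Splits other than the real one gave p values down to 5.5e-12 for interferon and 9.4e-15 for ATF4 targets under preset camera. Each of these splits kept most libraries of each real group together, so part of the real difference remains in them. They cannot tell whether such small p values arise without it.

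Limma-voom with quality weights and block called 1403 genes. As many were called in 3 of 10 splits, and the other 2 of these parted only the pair of replicate 2 and gave 7694 genes. With the block, these 2 splits are the same comparison of 1 library against 1 with the sign changed. They are therefore not separate cases, and the share of 3 in 10 counts that comparison 2 times. Among the 4 splits that part all pairs the real one was highest, and the others gave 7, 22 and 330. In simulated counts with the dispersions and trends of these libraries it made 0 false calls, but it made no calls at all there, so that simulation cannot tell whether the 1403 are reliable.

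Higher ATF4 targets may reflect a stress response in shOSGEP. GC content and length as the whole cause are argued against by the adjusted p after offsets and block, 4.3e-28 (from 7.3e-48 to 0.281 over all alternatives), and replicate 2 as the sole source by a median Log2FC of 0.63 without it. For the interferon list the values were 2.0e-26 (from 6.4e-27 to 0.281 over all alternatives) and 0.75. Both lists lost their calls under fry and an estimated correlation, and with 1 hairpin an effect of the hairpin other than through OSGEP was not tested. The ratios were larger in replicate 2, where all genes also spread more (SD 1.48, against 0.470 and 0.437). Divided by that spread, its median was 0.920 times the larger of the other pairs for interferon and 0.450 times for ATF4 targets, but a list median need not scale with the spread of single genes, so why replicate 2 was larger stays open.

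As a hypothesis, p53 may be active: 12 of 20 tested p53 targets were higher, with a median Log2FC of 0.32. The camera p was 0.00361 (0.0337 with an estimated correlation), and 1 of 10 splits gave a p as small. Of these genes, 0 passed when adjusted over the list alone and 3 had an unadjusted p under 0.05. Both camera values are unadjusted, unlike those of the 10 lists. Without adjustment, camera with an estimated correlation gave 0.0477 for ATF4 targets, so p53 targets did not pass where those failed. For aryl hydrocarbon receptor targets other than Cyp1a1 and Cyp1b1, 4 of 9 were tested, with a median of 0.57 and a camera p of 0.102, too few to decide.

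A set of 27 genes had 0 counts in one library and at least 100 in another of the same group. Reads shared between near-identical copies may account for many of them, since a median of 100% of their 31-base words occur in another gene, against 0.312% in genes matched on mean count (permutation p 1e-05, the smallest that 100000 resamples can give). No biological explanation was tested.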
